A study of Danio rerio with 18 samples.

How the data were processed

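Gene expression was measured by RNA sequencing in pronephric duct fragments of zebrafish embryos at 30 hours after fertilisation. The embryos carried a transgene that drives GFP from the promoter of atp1a1a.4, which encodes a Na,K-ATPase subunit expressed in the pronephros. They had been injected at the 1-cell stage with a morpholino, an antisense oligonucleotide, against the translation of actl6a or with a standard control morpholino. Per the labels, embryos were dissociated with enzyme treatment, duct fragments were picked by their GFP, and libraries were made with the KAPA Hyper Prep kit. The labels leave open whether a library holds 1 duct or a pool of about 10 fragments, and whether the replicates came from separate injections. The libraries were treated as independent replicates. If those of a group share a single injection or dissociation, every p-value here measures the spread between libraries within it. Such p-values could not tell the morpholino from another difference between the batches.

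The deposited values are counts: whole-number, unnormalised counts per RefSeq accession, in 1 table for the 10 control libraries and 1 table for the 8 actl6a libraries. The aligner, the counting program, the genome build and any use of molecular identifiers are not stated in the labels. The design text states 10 ducts per group, and 8 actl6a samples are listed. There were 30714 accessions for the controls and 30681 for the actl6a libraries. Of the 32820 accessions in either table, 28575 are in both. The other 4245 held 0.0376% of all counts, and an accession missing from a table was taken as 0 there, since each table lists accessions with at least 1 count in it. The group coincides with the count table and with a separate range of library barcodes, so a batch of library preparation or sequencing cannot be told apart from the group.

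Symbols were given to accessions through a table of RefSeq accessions and gene symbols, used for names and gene order alone. With their version number 10573 accessions matched, 9629 more matched after the version was left out, and 13 mitochondrial proteins matched by their protein accession. In all, 20215 accessions of 18356 genes had a symbol and held 87.59% of the counts. The other 12605 accessions are given by their RefSeq identifier. There were 1652 genes with more than 1 accession. Each accession was tested by itself, and the word gene below stands for an accession.

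Libraries were compared with edgeR 4.0.16 in R 4.3.3. The filterByExpr function kept 14462 accessions with 98.25% of the counts, TMM factors were computed, and a quasi-likelihood model with group as its only term was fitted. Its two-sided test was adjusted over all tested genes by the Benjamini-Hochberg method, with a threshold of 0.05. Fold changes are log2 of actl6a over control. Their standard error (SE) is the absolute log2 fold change divided by the square root of the test's F statistic. CPM values use the TMM-scaled totals unless the library total is named. The 14 gene lists were written from general zebrafish knowledge before the data were examined. The main tests, most of the alternative settings and the rule for named genes were also set then. The lists cover SWI/SNF subunits, motile cilia, intraflagellar transport with BBSome and transition zone, cilium disassembly, pronephros, p53 response, interferon response, cell cycle, and markers of skeletal muscle, blood, epidermis, neural tissue, yolk and liver, and notochord. Each list was tested two-sidedly with camera from limma 3.58.1 on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01. Camera was repeated with an estimated correlation, and the lists were also tested with limma's fry. All list p-values were adjusted over the 14 lists. A list score is the mean log2 CPM of the tested members in a library. Scores, totals and detected accessions were compared with two-sided exact permutation tests over the 43758 ways to choose 8 of 18 libraries, for which the smallest possible p is 2.3e-05. For 3 lists the group term of a linear model of the score, with 4 tissue scores as covariates, was also tested by relabelling the groups over the same choices.

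The rule for named genes took actl6a, the 6 largest rises and the 6 largest falls among changed genes with a mean of at least 50 CPM, up to 3 changed members of each list with the lowest p, and atp1a1a.4. The genes sst2, ctrb.3, prdx1, gnmt and itm2ba and the accession XR_223218.4 were chosen after their values were seen. Lists of islet, exocrine pancreas, immediate early and heat shock genes were written after the comparison had been seen. The value of 1 exocrine pancreas gene is not reported here.

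A count of 0 allows up to 3 counts, which was 0.884 to 1.92 CPM of a library total. Such floors cover counting error alone, since it is not known whether the reads are independent molecules. Counts were simulated with 200 of 14462 genes changed. The test recovered 48.5% of all changed genes, and 66.7% of the 138 changed by at least 1 on the log2 scale. It made 4 calls among 14222 unchanged genes. Camera gave a p of 1.09e-06 for a shifted list of 40 simulated genes and 0.881 for an unshifted list. The simulated genes were drawn independently, so this did not test camera on lists whose members vary together. The permutation test gave p under 0.05 in 4.83% of 4000 simulated comparisons without an effect and in 98% of 200 with a shift of 2 SD.

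The alternative settings chosen in advance were 3 other normalizations, no filter, a mean of at least 10 counts, accessions in both tables, the DESeq2 1.42.0 Wald test, limma-voom with sample weights, a robust quasi-likelihood fit, replicate number as a block, the log10 total or the number of detected accessions as a covariate, thinned counts, a prior count of 0.5, estimated correlation, fry, and leaving out each library in turn. Alternatives chosen after seeing the data summed the accessions of a gene, counted identical accessions 1 time, corrected counts for repeated use of an assumed 3 to the power 8 molecular identifiers, or added marker scores of muscle, blood, epidermis and neural tissue as covariates. Replicates 1 to 8 without the block, and the depth covariates for the lists, were also added then. Random regroupings of the libraries used 100 splits into 10 and 8, the real split included. The closing tables and figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.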

Results

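The data were read counts of 18 RNA sequencing libraries from GFP-positive pronephric duct fragments of zebrafish embryos at 30 hours after fertilisation. The 10 control libraries came from embryos injected with a standard control morpholino, and the 8 actl6a libraries from embryos injected with a morpholino against the translation of actl6a. This gene encodes a subunit of the SWI/SNF chromatin remodelling complexes. Total counts per library were 2745000 ± 577000 (SD, n = 10) in the controls, from 1564673 to 3301873, and 2712000 ± 603000 (SD, n = 8) in the actl6a libraries, from 1731521 to 3393310. The ratio of the geometric mean totals, actl6a over control, was 0.988 (two-sided exact permutation p = 0.912). Detected accessions numbered 21720 ± 1800 (SD, n = 10) and 22220 ± 1780 (SD, n = 8), a difference of 496.1 that was within the spread between libraries (two-sided exact permutation p = 0.575). Of the alternatives tried for these measures, the one that moved the difference most counted an accession as detected from 3 counts, which gave 373.8. Mitochondrial accessions took 1.63 ± 0.259% (SD, n = 10) and 1.85 ± 0.218% (SD, n = 8) of the counts, and the 10 most abundant accessions took 1.99 ± 0.360% and 2.10 ± 0.385%. Within groups, Spearman correlations of pairs of libraries across genes ran from 0.814 to 0.942 in the controls and from 0.833 to 0.935 in the actl6a libraries, where genes are not independent replicates.

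**Figure D1:**
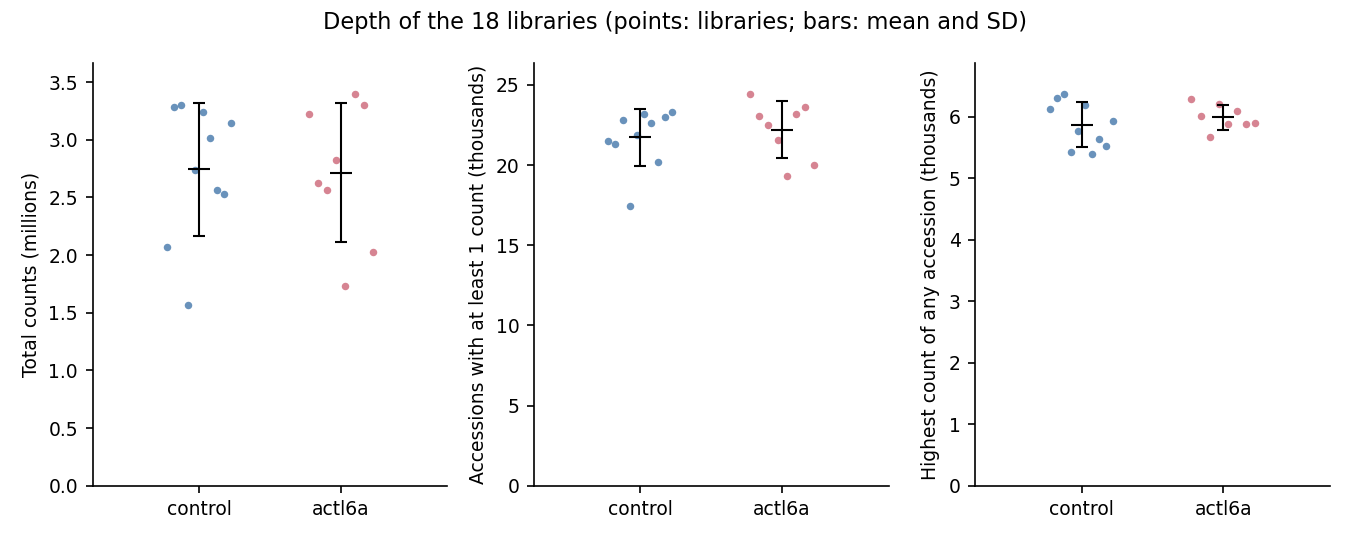
Depth of the 18 libraries, with points for libraries and bars for the group mean and SD of each measure. The total counts of the groups overlapped, from 1564673 to 3301873 in controls and from 1731521 to 3393310 in actl6a libraries.

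In a principal component analysis of log2 CPM, the first component held 22.4% of the variance and the second 15.8%. The group means differed by −58.3 on the first (two-sided exact permutation p = 0.00446) and by −57.8 on the second (two-sided exact permutation p = 0.00064). Each count table holds libraries of a single group, so no value within a batch could be computed and batch cannot be told apart from group.

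The design asks how loss of actl6a changes the transcripts of the pronephric duct, in a study titled around SWI/SNF, ciliary stability and kidney development. The transcript of the targeted gene, actl6a (NM_173240.1), was measured at 109.5 ± 15.6 CPM (SD, n = 10) in controls and 138.6 ± 12.4 CPM (SD, n = 8) in actl6a libraries. Its counts ran from 201 to 462 per library. The log2 fold change was 0.34 ± 0.0887 (SE), with an adjusted p of 0.0137 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 8 actl6a libraries were above the control median, and 5 were above every control. The morpholino blocks translation, so the transcript level does not measure the loss of protein. The value moved most with library totals without TMM factors, to 0.27, and its adjusted p moved most with marker scores of other tissues as covariates, to 0.101 with a log2 fold change of 0.41. Over the alternatives the adjusted p ran from 0.00603 to 0.101, and it was 0.0552 without a filter on low counts.

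Of 14462 genes tested, 2375 (16.4%) differed between the groups at the threshold of adjusted p 0.05, 1143 higher and 1232 lower in actl6a libraries. The unadjusted p was under 0.05 for 4507 genes. At least 2-fold changes were seen in 909 of the changed genes, 463 higher and 446 lower, and the median absolute log2 fold change of the changed genes was 0.793. The biological coefficient of variation was 47.8%. All 8 actl6a libraries lay above all 10 controls for 135 genes and below them for 121, where chance gives 0.33 genes in each direction (0.0046% of genes over both). The count of changed genes moved most with marker scores of muscle, blood, epidermis and neural tissue as covariates, to 518 genes. Among the planned normalizations, library totals without TMM factors moved the split between directions most, to 852 higher and 1608 lower, with the median of all tested genes at −0.064 against 0.011 with TMM.

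**Figure D2:**
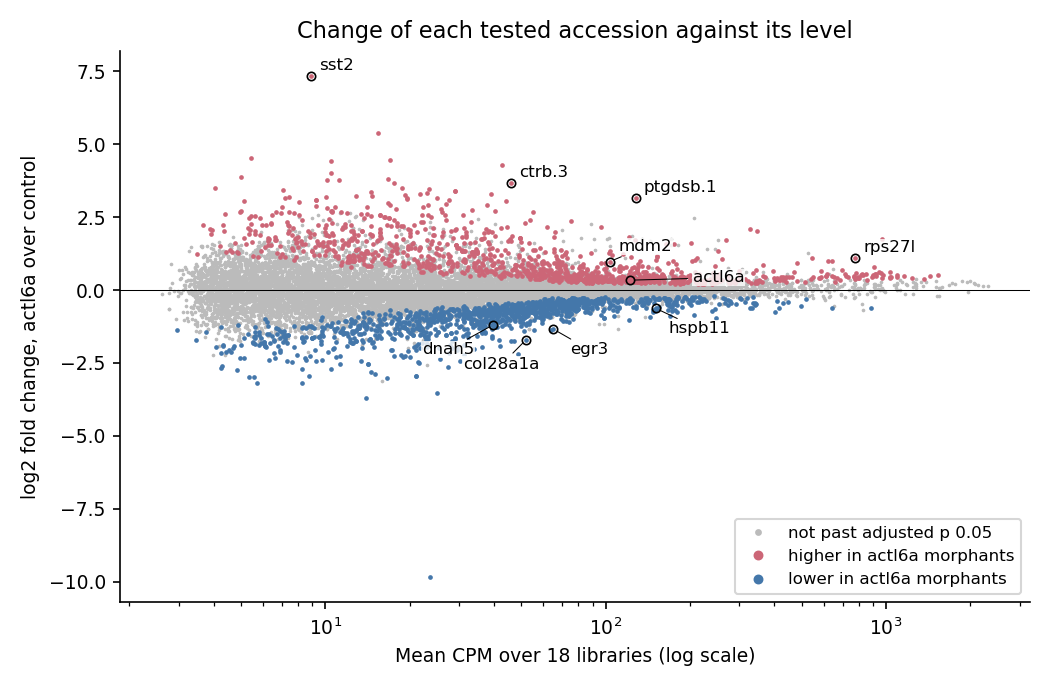
Log2 fold change of each tested accession against its mean CPM over the 18 libraries on a log axis, with colour for the 1143 higher and 1232 lower at the threshold and names on 10 of them. The fitted value of sst2 depends on the prior count, since 9 of the 10 controls had 0 counts.

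Among changed genes with a mean of at least 50 CPM, the 6 largest rises had log2 fold changes from 2.17 to 3.16. The largest was that of ptgdsb.1, from 27.9 ± 36.8 CPM (SD, n = 10) to 253 ± 230 CPM (SD, n = 8), with a log2 fold change of 3.16 ± 0.755 (SE) and an adjusted p of 0.00831 in edgeR's test. The others were XM_001338109.7, XM_021477153.1, mmp9, XM_021467308.1 and mmp13a. Counts of XM_021477153.1 and XM_021467308.1 were nearly equal in most libraries, such as 333 and 332 in actl6a replicate 1. They differed in some, such as 14 and 44 in control replicate 8. These accessions may share reads, so they may not be separate rises. The adjusted p of ptgdsb.1 was 0.0827, of mmp9 0.101, of mmp13a 0.0520 and of XM_001338109.7 0.226 in limma-voom with sample weights. With marker scores of other tissues as covariates in edgeR's test, ptgdsb.1 had a log2 fold change of 1.598 (adjusted p 0.09615). That of mmp9 was 1.147 (0.149), of mmp13a 1.851 (0.09914) and of XM_001338109.7 1.882 (0.1269). Calls of XM_021477153.1 and XM_021467308.1 were kept there. Carried-over tissue thus stays open for the rises of ptgdsb.1, mmp9, mmp13a and XM_001338109.7. Without actl6a replicate 3, mmp13a had a log2 fold change of 1.71 and an adjusted p of 0.0513. The 6 largest falls had log2 fold changes from −1.71 to −1.20. They were those of col28a1a, pvalb5, XM_001341190.8, sh3bgrl, egr3 and XM_021474795.1. Levels of col28a1a were 75.2 ± 19.8 CPM (SD, n = 10) and 22.9 ± 12.1 CPM (SD, n = 8), with a log2 fold change of −1.71 ± 0.263 (SE) and an adjusted p of 3.80e-04. Levels of egr3, an immediate early gene, were 89.3 ± 26.2 and 34.9 ± 18.7 CPM, with a log2 fold change of −1.34 ± 0.271 (SE) and an adjusted p of 0.00288, which was 0.0835 with marker scores of other tissues as covariates. The call of XM_021474795.1 was lost without control replicate 4, 8 or 9 or without actl6a replicate 1 or 3, with the adjusted p from 0.0511 to 0.0618 in these fits.

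Several genes outside the rule were named after their values were seen. The hormone gene sst2 had 32 to 82 counts in each of the 8 actl6a libraries, 11.3 to 24.8 CPM of the library total. It had 2 counts in control replicate 1 and 0 in the other 9 controls. Its mean of 18.9 CPM was at least 16.4-fold higher than the control floor of 1.15 CPM, with an adjusted p of 1.95e-07 in edgeR's test. The methyltransferase gene gnmt rose from 150 ± 17.4 CPM (SD, n = 10) to 377 ± 66.3 CPM (SD, n = 8), a log2 fold change of 1.33 ± 0.102 (SE) with an adjusted p of 1.95e-07, and itm2ba, at 98.8 ± 15.4 CPM in controls, had a log2 fold change of 1.16 ± 0.0892 (SE) with an adjusted p of 1.95e-07. For prdx1 the log2 fold change was 1.59 ± 0.174 (SE) with an adjusted p of 1.91e-05. The protease gene ctrb.3 rose from 7.31 ± 4.32 to 94.2 ± 58.7 CPM, a log2 fold change of 3.67 ± 0.489 (SE) with an adjusted p of 1.13e-04, and 7 of 8 actl6a libraries were above the control median. The accession XR_223218.4, which has no symbol, had 0 counts in all 8 actl6a libraries and 1 to 266 counts in the controls, 43.5 ± 32.9 CPM (SD, n = 10). It was at least 37.4-fold lower in actl6a libraries, with an adjusted p of 7.07e-04, and it was listed in the control table alone.

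**Figure D3:**
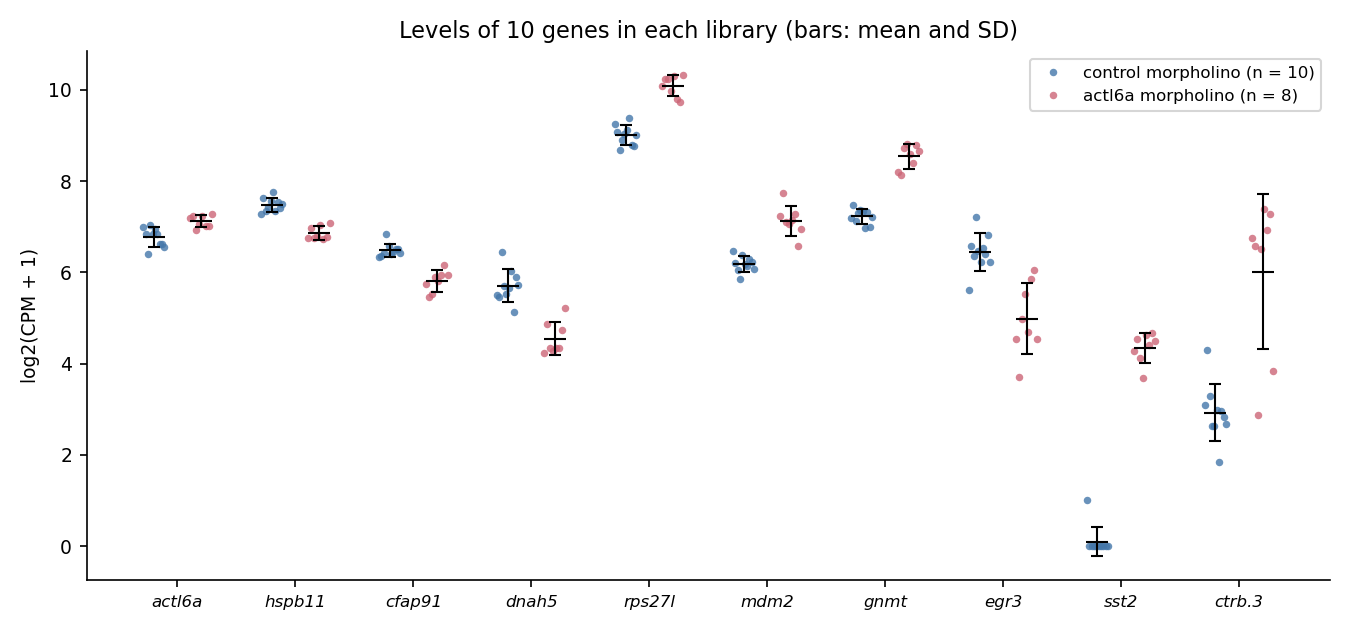
Levels of 10 genes in each library as log2 of CPM plus 1, with points for libraries and bars for the group mean and SD. All 8 actl6a libraries were below all 10 controls for hspb11 and cfap91 and above all of them for rps27l and sst2.

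The list of motile cilia genes, for axonemal dyneins, their assembly factors and other parts of beating cilia, had 114 genes, of which 84 were counted and 75 tested. Controls expressed 72 of these 75 at 10 CPM or more. In actl6a libraries 36 members were lower and 0 higher, and 44 were changed when adjusted over the list alone. Of the tested members, 67 fell and 8 rose, with log2 fold changes from −1.46 to 0.22 and a median of −0.32. Camera gave an adjusted p of 9.54e-13. The list score fell from 6.31 ± 0.0737 (SD, n = 10) to 5.91 ± 0.151 (SD, n = 8), a difference of −0.408, and all 8 actl6a libraries were below all 10 controls. The two-sided exact permutation p was 2.3e-05, the smallest possible, and 1.6e-04 after adjustment over 14 lists. The adjusted p moved most in camera with an estimated correlation, to 0.0543, and the median moved most with marker scores of other tissues as covariates, to −0.22, where 9 of the 36 calls were kept. The members with the lowest p were cfap91, dnah5 and capsla. Levels of cfap91 were 88.8 ± 9.69 CPM (SD, n = 10) and 55.9 ± 9.21 CPM (SD, n = 8), a log2 fold change of −0.67 ± 0.101 (SE) with an adjusted p of 3.44e-04. Levels of dnah5 were 52.9 ± 14.3 and 23.1 ± 6.62 CPM, a log2 fold change of −1.20 ± 0.192 (SE) with an adjusted p of 5.22e-04. The log2 fold change of capsla was −0.66.

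The list of intraflagellar transport, BBSome and transition zone genes had 68 genes, of which 38 were tested and 36 of these were at 10 CPM or more in controls. There were 13 lower and 1 higher, and 18 changed when adjusted over the list alone. The median log2 fold change was −0.30, with 33 members falling and 5 rising and an adjusted camera p of 8.17e-07. The score fell from 5.71 ± 0.0475 (SD, n = 10) to 5.37 ± 0.0930 (SD, n = 8), again with all 8 actl6a libraries below all controls and the smallest possible two-sided exact permutation p of 2.3e-05. Levels of hspb11, also called ift25, were 179 ± 18.9 and 116 ± 12.3 CPM, a log2 fold change of −0.62 ± 0.0792 (SE) with an adjusted p of 7.56e-05. The log2 fold changes of ift172 and ift46 were −0.64 and −0.35. The 1 member called higher was kifap3b, at 0.99. The cilium disassembly list, with 9 of 18 genes tested, had a median of 0.29 and an adjusted camera p of 0.300. Without actl6a replicate 5 the median was 0.18. Of its members aurkb (0.40) and calm1a (0.39) were higher and dvl2 (−0.71) was lower, and the call of calm1a was lost without actl6a replicate 8 (0.32, adjusted p 0.0594).

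Of 32 SWI/SNF subunit genes 18 were tested, with 3 higher, 3 lower, 7 changed when adjusted over the list alone, a median log2 fold change of −0.12 and an adjusted camera p of 0.774. The changed members with the lowest p were smarca2 (−0.51, adjusted p 0.00935), smarcb1a (0.42, adjusted p 0.0102) and actl6a itself. The pronephros list had 28 of 48 genes tested, 25 of them at 10 CPM or more in controls. Its median log2 fold change was −0.04, with 18 members falling and 10 rising and an adjusted camera p of 0.955. Without actl6a replicate 6 the median was −0.14. Of its members 0 were changed when adjusted over the list alone and 6 had an unadjusted p under 0.05, and gfra1a (1.22, adjusted p 0.0461) was called higher over all genes. Most fits that left out 1 library lost the call of gfra1a, with the largest adjusted p of 0.0915 without actl6a replicate 3. Levels of atp1a1a.4, whose promoter drives the GFP, were 1614 ± 334 CPM (SD, n = 10) and 1400 ± 184 CPM (SD, n = 8), a log2 fold change of −0.21 ± 0.112 (SE) with an adjusted p of 0.220, and 6 of 8 actl6a libraries were below the control median. Without control replicate 4 its log2 fold change was −0.11. Counts corrected for repeated use of an assumed 3 to the power 8 molecular identifiers gave −0.39 and an adjusted p of 0.0264.

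The p53 response list had 14 of 22 genes tested and 12 at 10 CPM or more in controls. There were 6 higher and 1 lower, and 9 changed when adjusted over the list alone. Its median log2 fold change was 0.42 with an adjusted camera p of 0.00537, and its score rose from 6.19 ± 0.190 (SD, n = 10) to 6.60 ± 0.195 (SD, n = 8). The two-sided exact permutation p of the score was 5.48e-04, or 0.00192 adjusted over 14 lists, with all 8 actl6a libraries above the control median and 6 above all controls. Levels of rps27l were 518 ± 80.1 and 1100 ± 170 CPM, a log2 fold change of 1.09 ± 0.106 (SE) with an adjusted p of 5.58e-06 and all 8 actl6a libraries above all controls. For mdm2 they were 72.4 ± 8.75 and 143 ± 33.9 CPM, a log2 fold change of 0.98 ± 0.119 (SE) with an adjusted p of 5.30e-05. The log2 fold change of ccng1 was 1.18. The member that fell was btg2, from 488 ± 64.3 to 321 ± 61.8 CPM, a log2 fold change of −0.61 with an adjusted p of 0.00168. The interferon response list, with 13 of 28 genes tested, had a median log2 fold change of 0.0042 and an adjusted camera p of 0.462. The sign of this median changed under 9 alternatives. Its 2 changed members were isg20 (1.02, adjusted p 2.01e-04) and mxc (2.79, adjusted p 0.00495). The cell cycle list, with 21 of 34 genes tested, had 3 higher members, a median of 0.14 and an adjusted camera p of 0.203. Without actl6a replicate 3 that median was 0.19 and the adjusted p 0.0247. Its changed members were tyms (0.40), pcna (0.38) and birc5a (0.24). The member listed as tpx2 was matched to an accession named ephb2b (−0.26), so that member may be another gene. Of the 18 fits that each left out 1 library, 12 lost the call of birc5a and 3 that of pcna. Without actl6a replicate 2 both were lost, with adjusted p of 0.0674 for pcna and 0.0933 for birc5a.

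The remaining lists hold markers of tissues other than duct, and whether duct cells also express some of their members was not tested. The yolk and liver list had 6 of 24 genes tested, 2 of them at 10 CPM or more in controls, 5 higher and 5 changed when adjusted over the list alone. Its median log2 fold change was 2.31 with an adjusted camera p of 6.10e-05. Its score rose from 2.81 ± 0.975 (SD, n = 10) to 4.97 ± 0.567 (SD, n = 8), with all 8 actl6a libraries above the control median (two-sided exact permutation p = 4.6e-05, adjusted over 14 lists 2.13e-04). The changed members were apoa1a, apoa1b, apoa2 (2.07), tfa (2.62) and apoa4b.1 (3.05). The blood list, with 12 of 23 genes tested and 9 at 10 CPM or more in controls, had a median log2 fold change of 1.37, 12 of 12 members rising, 0 changed genes, 1 with an unadjusted p under 0.05, and an adjusted camera p of 4.88e-04. The unadjusted list score p was 0.0197 in the two-sided exact permutation test, or 0.0394 adjusted, with 8 of 8 actl6a libraries above the control median. Without actl6a replicate 1 the blood median was 0.58, and without control replicate 6 it was 2.17. The epidermis list, with 16 of 22 genes tested and 13 at 10 CPM or more in controls, had a median of 1.12, an adjusted camera p of 0.00281 and a score difference of 0.967 (two-sided exact permutation p = 0.0232, adjusted 0.0406), with 7 of 8 libraries above the control median. Its median was 0.72 without actl6a replicate 8. The called members cldni (1.82) and cyt1 (1.72) lost the call without 1 library, cldni without actl6a replicate 3 (1.38, adjusted p 0.0502) and cyt1 in most fits, with the largest adjusted p of 0.112 without actl6a replicate 8.

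The neural list, with 11 of 22 genes tested and 5 at 10 CPM or more in controls, had a median of 1.31, an adjusted camera p of 0.00651 and a score difference of 1.05 (two-sided exact permutation p = 0.00439, adjusted 0.0123), with 7 of 8 libraries above the control median. Its median was 0.83 without actl6a replicate 2. Its member listed as phox2a was matched to an accession named arxa (−0.52), which is also counted among the islet genes below. Its called members were sox3 (3.47), stmn1b (2.57) and her4.1 (1.72). Most fits that left out 1 library lost the call of her4.1, with the largest adjusted p of 0.157 without actl6a replicate 2, and it was also lost with library totals (0.0626), the upper quartile (0.0586) and no filter on low counts (0.0642). The skeletal muscle list, with 22 of 33 genes tested, had 0 changed genes, 0 with an unadjusted p under 0.05, a median of 0.34 and an adjusted camera p of 0.353. Its score was 5.90 ± 2.31 (SD, n = 10) and 6.33 ± 1.90 (SD, n = 8), with 3 of 8 actl6a libraries above the control median (two-sided exact permutation p = 0.680). Its median was −0.11 without actl6a replicate 1. The notochord and hypochord list, with 6 of 16 genes tested, had a median of 1.23, an adjusted camera p of 0.211 and a score difference of 1.18 (two-sided exact permutation p = 0.00958, adjusted 0.0224), with 8 of 8 libraries above the control median. Its median was 1.86 without control replicate 7. Its changed members were col9a2 (2.85), which had an adjusted p of 0.0581 without actl6a replicate 1, and ccn2a (−0.49). With fry, the adjusted p of the motile cilia (9.23e-06), intraflagellar transport (7.64e-08), p53 (2.09e-04), yolk and liver (2.39e-04), blood (0.0264) and neural (0.0264) lists stayed under the threshold and that of epidermis (0.0510) was above it. With an estimated correlation, the intraflagellar transport list alone stayed under it, at 0.00660.

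**Figure D4:**
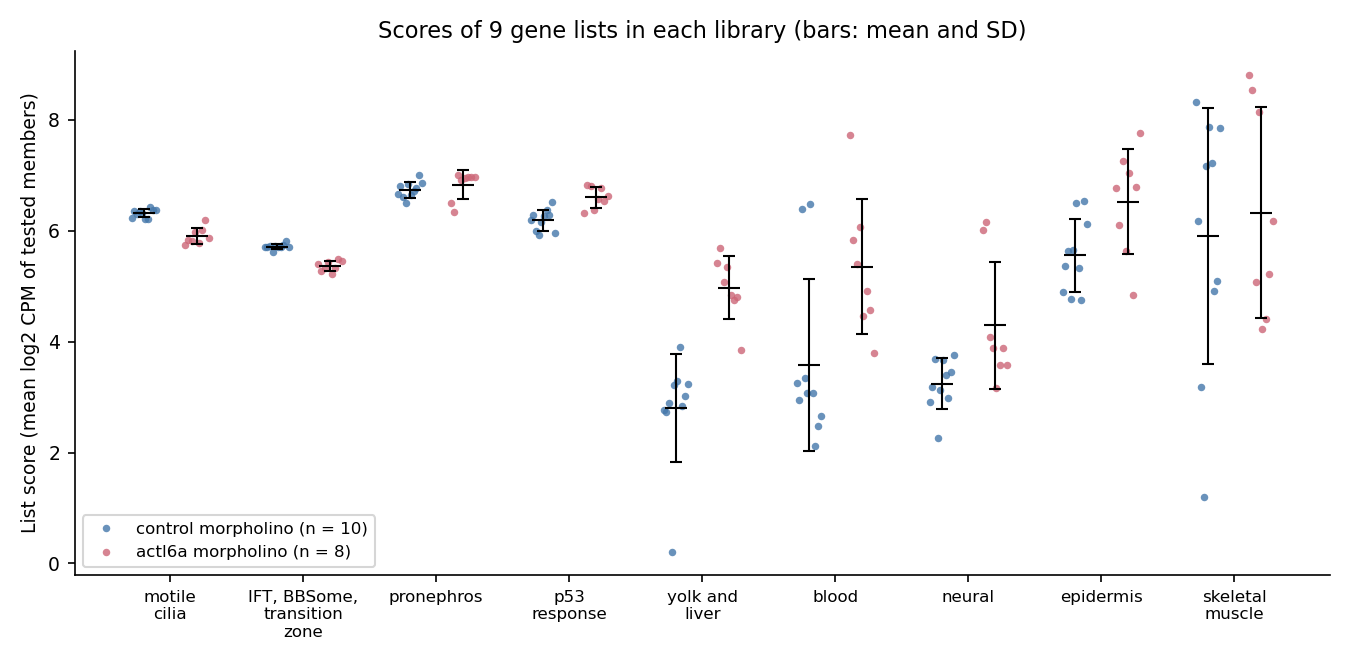
Scores of 9 gene lists in each library, as the mean log2 CPM of the tested members, with points for libraries and bars for the group mean and SD. For both cilia lists all 8 actl6a libraries were below all 10 controls, and skeletal muscle scores spread widest within the groups.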

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

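The test of less tissue other than duct in control replicate 4 was chosen only after its values had been seen, and the other tests here were chosen before. Each of 65 measures, most of them list scores and levels of the named genes as log2 CPM, was checked in both groups. A library is listed here when its gap to the nearest other library of the group, divided by the whole range of the group, exceeded Dixon's 95% critical value for a group of that size. Of 130 groups checked, 14 met this, where chance gives 6.5. Controls held 11 of the 14 and actl6a libraries 3, and 7 of them were control replicate 4. No biological explanation for a single library was tested, since the labels give no difference within a group.

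Control replicate 4 had the lowest yolk and liver score of the controls, 0.215 against 2.74 to 3.90 in the others. It was also lowest for XM_021477153.1 (−0.434 against 2.60 to 5.56), for XM_021467308.1 (1.03 against 3.49 to 5.61) and for apoa2 (−0.434 against 2.41 to 4.82). The value −0.434 is that of 0 counts. XM_021477153.1 and XM_021467308.1 may share reads, so they may not be separate measures. Control replicate 4 was highest for cfap91 (6.83 against 6.33 to 6.58), for ccn2a (9.45 against 8.19 to 8.86) and for atp1a1a.4 (11.3 against 10.4 to 10.8). This library had the smallest total, 1564673 counts. Lower depth was tested by thinning every library to that total: of the 14 library and measure pairs, 9 remained beyond the bound, the same number as without thinning on log2 values made in the same way, and of the 7 of control replicate 4 there remained 5. Thinning equalises sampling but leaves any compression of high counts in the deeper libraries, which would set the shallowest library apart for an abundant gene such as atp1a1a.4, so depth stays open. Less carried-over tissue in that library may account for the low yolk and liver values. It had the lowest score of the controls in 3 of the 6 lists of other tissues, and also the lowest pronephros score, so the test did not separate this from another difference in the preparation of 1 sample. Without this library the log2 fold change of atp1a1a.4 was −0.11 in place of −0.21, and the number of changed genes stayed within the range of the other fits that each left out 1 library.

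Control replicate 1 was highest of the controls for prdx1 (7.07 against 6.15 to 6.54) and for sst2, at 0.81 against −0.434 in the 9 controls without a count. For sst2 this rests on 2 counts, and any single count in 1 control would have met the criterion. Both genes were much higher in actl6a libraries, so RNA or reads of those libraries in control replicate 1 could have raised them. Over the genes whose groups lay apart, its median position was 0.24 on a scale from the other controls (0) to the actl6a libraries (1). Positions of the controls ran from −0.158 to 0.286, control replicate 6 was higher, and control replicate 1 was 2nd from the highest. The position of control replicate 1 thus did not stand apart from those of the other controls. A small admixture would be lost in this spread, so admixture stays open. The same library was lowest for cldni (2.41 against 4.69 to 6.86), the direction away from the actl6a libraries.

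The other 4 were spread over 4 libraries. The cell cycle score of actl6a replicate 3 was 6.21 against 6.53 to 6.78, and without it the list's adjusted camera p was 0.0247 in place of 0.203. Level of capsla in actl6a replicate 5 was 4.92 against 5.54 to 6.03, that of pcna in control replicate 3 was 7.76 against 8.01 to 8.30, and that of ccn2a in actl6a replicate 8 was 8.40 against 8.04 to 8.16. At this number chance alone might give them. Control replicate 3 had the largest total of the controls, 3301873 counts, so lower depth is excluded for its pcna value. Actl6a replicate 3 was deeper than actl6a replicates 5 and 8, whose cell cycle scores were higher, which argues against depth there. For the other 2, with 9 of the 14 left after thinning, lower depth of those libraries was neither shown nor excluded.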

How the results depend on the processing

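With 1 choice changed at a time, 279 values of the main results (gene counts, actl6a, lists and depth) kept their direction and their side of the threshold, or stayed within 1.5 times for counts. Of the rest, 14 were weaker, 1 was stronger, 11 reversed and 10 moved. For the 48 other named genes, 781 values kept direction and side, 72 lost the call, 1 gained it and 0 reversed. The requirement of at least the median total divided by 4 removed 0 libraries and is not counted. In the fits that each left out 1 of the 18 libraries, 802 values of these genes kept direction and side and 61 lost the call. Calls were kept under each alternative with a value and in every such fit for XM_021477153.1, XM_021467308.1, col28a1a, XM_001341190.8, sh3bgrl, cfap91, dnah5, capsla, hspb11, rps27l, mdm2, btg2, isg20, sox3, sst2, ctrb.3, prdx1, gnmt and itm2ba, of which sst2 and ctrb.3 were not tested with thinned counts. With tissue scores as covariates calls were lost for most other named genes, among them egr3 (adjusted p 0.0835), ift172 (0.0912), ift46 (0.0533), smarca2 (0.133), smarcb1a (0.103) and tfa (0.128).

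The number of changed genes was 2375, and apart from the block, thinned counts and tissue scores it ran from 1850 with replicates 1 to 8 alone to 3351 with the DESeq2 Wald test, where 1826 genes were higher. With replicate number as a block there were 1058 changed genes, 498 higher and 560 lower, of which 1014 were shared. Without the block the same 16 libraries gave 1850. Correlations between libraries of the same number, after group means were removed, ran from −0.119 to 0.324 over 8 pairs, with 1 over 0.1, so the numbers do not pair the samples and the block spends degrees of freedom. Counts thinned to the median total divided by 4 gave 1516 changed genes, 759 higher and 757 lower. Here 9857 genes were tested, so depth limited the count. Marker scores of muscle, blood, epidermis and neural tissue as covariates, chosen after seeing the data, gave 518 changed genes, 253 higher and 265 lower, of which 480 were shared. The blood, epidermis and neural scores differed between the groups, so they also took up part of the group difference, while the muscle score did not differ. Leaving out 1 library gave from 1876 to 2417 changed genes, from 883 to 1190 higher and from 960 to 1307 lower. The lowest total count was that without actl6a replicate 1.

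The rise of actl6a lost its call without a filter on low counts (0.31, adjusted p 0.0552, with 32820 accessions tested), with the block (0.29, adjusted p 0.0707), with thinned counts (0.33, adjusted p 0.0542) and with tissue scores (0.41, adjusted p 0.101). The adjusted p over all its alternatives ran from 0.00603 to 0.101. Without 1 library its log2 fold change ran from 0.30 to 0.37 and the call was kept in all 18 fits.

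Camera with an estimated correlation took the list of motile cilia (−0.32, adjusted p 0.0543), p53 (0.42, adjusted p 0.150), blood (1.37, adjusted p 0.391), epidermis (1.12, adjusted p 0.422), neural (1.31, adjusted p 0.391) and yolk and liver (2.31, adjusted p 0.108) above the threshold. By construction it widens the error of a list whose members move together. With fry, the epidermis list (1.12) had an adjusted p of 0.0510. With the tissue scores as covariates the lists of blood (0.044), epidermis (0.065) and neural tissue (0.19) lost their calls, which their own use as covariates fixes, and those of muscle (−0.11) and pronephros (0.092) reversed. Over the alternatives, the adjusted p of the motile cilia list ran from 5.15e-18 to 0.0543, that of the p53 list from 2.09e-04 to 0.150, and that of yolk and liver from 3.47e-07 to 0.108. The intraflagellar transport list kept its call under each alternative tried, with its median from −0.37 to −0.27 and its adjusted p from 7.64e-08 to 0.00660. The notochord list gained a call without a filter on low counts (1.57, adjusted p 0.0245), and the cause was not tested.

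The median of the interferon list, 0.0042, was too near 0 to have a direction. It was −0.085 with library totals, −0.037 with the upper quartile, −0.026 without a filter, −0.0034 with a mean of at least 10 counts, −0.019 with the block, −0.018 in the same libraries without it, −0.022 with the log10 total as covariate, −0.0077 with identifier-corrected counts and −0.18 with tissue scores. Without 1 library it ran from −0.070 to 0.062 and reversed in 9 of 18 fits. The muscle median ran from −0.11 to 0.59 and was negative without actl6a replicate 1. The cell cycle median ran from 0.075 to 0.19, with a call in the fit without actl6a replicate 3. The cause of these was not tested.

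Most values of total counts and detected accessions moved little: the ratio of totals ran from 0.985 to 0.988 and the difference in detected accessions from 373.8 to 496.1. Library totals alone gave 852 higher and 1608 lower genes, 34.6% higher in place of 48.1%. At 1.15 CPM for 3 counts in a mean control, genes below a few CPM were mostly left untested, and the filter left out 18358 accessions.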

Other observations

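Some tests were chosen only after the results they address had been seen. These were the tests of dilution by other tissue, islet and exocrine pancreas, the immediate early response, heat shock and saturated identifiers. All tests with tissue scores as covariates, on genes or on list scores, and the read-through test for sst2 were also chosen then. The others were chosen before. Because each group has its own count table and barcode range, a difference in library preparation or sequencing between the groups stays open for every pattern here.

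Other splits of the 18 libraries into 10 and 8 were drawn at random to count how often they gave as large a result. Of 100 splits, the real one included, 1 gave as many as 2375 changed genes. Among the other 99, 97 gave 0 and the largest gave 1, with a median of 435 genes at an unadjusted p under 0.05 and from 95 to 2064 such genes, against 4507 in the real split. For the list p of camera, 1 of 100 splits was as small for motile cilia, 1 of 100 for intraflagellar transport, 4 of 100 for the p53 response and 1 of 100 for yolk and liver. For blood it was 19 of 100, for epidermis 23 of 100 and for neural markers 30 of 100, so the camera p of these 3 lists did not set the real groups apart from random ones. Camera with the preset correlation gave an unadjusted p under 0.05 for motile cilia in 59 of the 99 random splits and for blood in 45, so its p-values were too small for lists whose members vary together.

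Lower motile cilia transcripts may reflect less duct RNA in the actl6a libraries. Dilution by tissue that does not express pronephros genes would lower those genes alike. The motile cilia score minus the pronephros score differed by −0.498 between the groups, lower than the control median in 8 of 8 actl6a libraries (two-sided exact permutation p = 6.86e-05). The motile cilia score alone differed by −0.408, and the pronephros score was 0.0904 higher in actl6a libraries. This argues against dilution as the whole cause, unless the other tissue also expresses pronephros genes, which was not tested. Of the pronephros members 18 fell and 10 rose, and their median of −0.04 ran from −0.02 to −0.14 when 1 library was left out, the latter without actl6a replicate 6. A difference in depth or complexity was tested with the log10 total or the number of detected accessions as a covariate, and 36 of 36 calls were kept under either. With marker scores of muscle, blood, epidermis and neural tissue as covariates, 9 of the calls were kept and the list median was −0.22. In a linear model of the list score with these 4 scores and group, the groups differed by −0.317 (two-sided permutation p = 0.00133 over the 43758 choices of libraries), and by −0.353 for the intraflagellar transport score (permutation p = 2.3e-05, the smallest possible), which argues against carry-over of those tissues as the whole cause. A loss of transcripts of cilia genes in duct cells, a smaller share of multiciliated cells in the picked fragments and a delay of the embryos stay open. Members of the list varied together within groups (mean pairwise correlation 0.13), which a share that varies between libraries or shared regulation could each give.

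Higher p53 response transcripts might come with carried-over tissue. With the 4 marker scores as covariates, the median log2 fold change of rps27l, mdm2 and ccng1 was 1.048 against 1.087 without them, and 2 of the 3 were called. The list score differed by 0.434 in a linear model with these scores and group (two-sided permutation p = 0.00578). This argues against carry-over of those 4 tissues as the whole cause. A response to loss of actl6a and an off-target response to the morpholino stay open, and neither was tested, since all actl6a libraries share 1 treatment.

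Rises of the blood, epidermis, neural and yolk and liver lists could stem from varying amounts of those tissues in the picked fragments. Members of such a list would then rise and fall together within a group. The mean pairwise correlation of members within groups was 0.565 for blood, 0.422 for epidermis, 0.356 for neural markers and 0.434 for yolk and liver. The 95th percentiles of 1000 random lists at similar levels were 0.0818, 0.0695, 0.168 and 0.131, and 0 random lists were as high for any of these. Skeletal muscle markers, at 0.861, varied most together and did not differ between the groups. Pronephros and p53 members were within the random range, at 0.0472 and 0.0902. Motile cilia members were above it, at 0.13 against a 95th percentile of 0.044, with 0 of 1000 random lists as high. Of the tested members, controls expressed 9 of 12 for blood, 13 of 16 for epidermis, 5 of 11 for neural and 2 of 6 for yolk and liver at 10 CPM or more. Yolk and liver, which kept a median of 2.26 with the other marker scores as covariates, moved furthest, and whether the embryos held more of that tissue or the fragments carried more of it stays open.

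Counts of sst2 in all 8 actl6a libraries may come from carried-over pancreatic islet. Of 14 other islet genes 7 were tested, 5 rising and 2 falling, with 0 called, 0 at an unadjusted p under 0.05, a median log2 fold change of 0.407 and a two-sided exact permutation p of 0.337 for their score. Insulin (ins), one of the most abundant islet transcripts, was at 36.8 CPM in controls and 33.0 CPM in actl6a libraries, a log2 fold change of −0.15 ± 0.271 (SE). The other somatostatin gene, sst1.1, was at 1.58 ± 0.91 (SE) and pdx1 at 0.82 ± 0.433 (SE). The insulin value argues against whole islets as the source, and somatostatin cells alone stay open. Read-through from a neighbour was tested on the nearest tested genes, cwc25 and slc35d1b, whose log2 fold changes of 0.0652 and 0.0565 argue against it. Expression of sst2 in other cells, a difference between families of fish and a difference between the count tables stay open. For the absence of XR_223218.4 from the actl6a libraries no explanation was tested.

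A rise of ctrb.3 could come from exocrine pancreas in the fragments. Of 20 other exocrine genes 4 were tested, with a median of 0.527, 2 rising and 2 falling. The 1 member called changed was ctrb.2 (1.26, adjusted p 8.18e-04). The two-sided exact permutation p of their score was 0.634. With 4 genes that moved both ways, exocrine tissue cannot be told apart from a change of ctrb genes alone, and ctrb.2 and ctrb.3 may share reads.

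Falls of egr3 and btg2 may reflect a weaker immediate early response to the dissociation in actl6a libraries. Among 21 other immediate early genes 15 were tested and 13 fell, with a median log2 fold change of −0.30 and 6 called lower. Their score differed by −0.521 and was below the control median in 8 of 8 actl6a libraries (two-sided exact permutation p = 6.86e-05), as this explanation needs. Whether handling, timing or the loss of actl6a lowered these genes stays open. Heat shock during the dissociation was tested on 10 of 15 genes, with a median of −0.0114, 5 rising and 5 falling, 1 called lower and a two-sided exact permutation p of 0.58 for their score. The member called lower was hspd1 (−0.45, adjusted p 0.00586). With members that moved both ways, a difference in heat shock was not shown and stays open.

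Calls shared by neighbouring genes, as read-through or large chromosomal changes could give, were counted over 10631 pairs of neighbours among 10657 placed genes. In 166 pairs both genes were called in the same direction, against a mean of 150.5 when calls were shuffled, a ratio of 1.1, and 940 of 10000 shuffles were as high. In simulated calls the ratio was 0.994 for calls at random and 24.6 for calls in runs of 3. This argues against such a cause of most changes.

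The highest count of a library ran from 5392 to 6361, a 1.18-fold range, while totals spanned 2.17-fold. A finite number of molecular identifiers may have limited the highest counts. In 20 of 20 pairs of libraries that differed in depth, the ratio of counts was smaller for abundant than for scarce accessions, with medians of 1.3 and 1.71. A ceiling fitted to counts of at most 4000 had a median of 7227 but ran from 4001 to 27130, with 3 of the fits at the lower end of the range allowed. Since the use of identifiers is not stated and the fits scatter, a finite number of identifiers cannot be told apart from another compression of high counts. Of 188 accessions with a mean of at least 1500 counts, 56 were called changed. With counts corrected for an assumed 3 to the power 8 identifiers, which is not the fitted ceiling, there were 64, and the median absolute log2 fold change was 0.277 in place of 0.227. If there was such a ceiling, the fold change of atp1a1a.4 may be understated.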
